A study of Homo sapiens
Mus musculus with 8 samples. Its data were reported in "Systematic comparison of high-throughput single-cell RNA-seq methods for immune cell profiling" (2021).

How the data were processed

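Single-cell RNA-seq libraries had been made by the study with 3 Chromium kits of 10x Genomics from a mixture of equal parts of 4 lymphocyte cell lines: the mouse lines EL4, of CD4 T cells, and IVA12, of B cells, and the human lines Jurkat, of CD4 T cells, and TALL-104, of CD8 T cells that are smaller than the rest. The kits were 3′ v2, 5′ v1 and 3′ v3, which count messenger RNA from its 3′ or 5′ end. Each cell carries a barcode and each captured molecule a unique molecular identifier (UMI). Samples were grouped by the kit that their titles name. The labels list 8 libraries, of which 7 were used: 4 of 3′ v3, 2 of 5′ v1 and 1 of 3′ v2 (replicate 2). Replicate 1 of 3′ v2 was not analysed here. Replicate numbers were given in accession order and pair nothing across kits.

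The deposited values are raw UMI counts per gene and barcode. The authors first downsampled the reads of each library with seqtk, by a factor taken from the sequencing depth of its cells richest in RNA, then aligned and counted them with Cell Ranger (version 3.0.2 in the file headers) and STAR against a combined human and mouse reference (hg19 and mm10). All barcodes were kept, without cell calling, and libraries were not pooled. Reads per cell are therefore levelled for those cells and not across whole libraries, and depth still differs between lines and libraries. The gene identifiers and symbols used here are those the authors deposited with the counts, for 60736 genes (32738 human, 27998 mouse). No annotation of these builds was used here, so no gene locations are given. The number of cells loaded is in no label. Recovery is therefore given relative to the targeted capture of 2000 to 6000 cells that the labels state.

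Depth was taken as the total UMI count of a library, from 24790710 to 251164949. Shares of single libraries carry exact (Clopper-Pearson) 95% binomial intervals. A share of 0 is given with the upper limit that 3 counts would set. Intervals and limits cover counting error only.

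The definitions in this paragraph, the marker lists, the measures of detection, the tests, the rule for named genes and most alternatives were fixed before the data were examined. Recovered barcodes were those at or above the inflection point of the curve of log total UMIs against log rank. The inflection point was the minimum of the first derivative of a smoothing spline with 20 degrees of freedom over barcodes with at least 500 UMIs, and the knee point was its minimum of signed curvature. A barcode was assigned to a species when over 80% of its UMIs came from it. Multiplets were adapted from the study's rule: human and mouse UMIs both above the 10th percentile of that species, divided by the recovered barcodes and by a factor for unseen multiplets within a species. The percentiles were taken over recovered barcodes of each species, whereas the study took them over its assigned cells, so the rates are not made in the same way. Background was the median share of UMIs from the other species.

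Cell names were rebuilt here, since no cell annotation was used, and differences from the study may come from that. The barcodes with the most UMIs, up to 2 times the targeted number and with at least 500 UMIs, were clustered within each library and species in scanpy 1.11.5. The steps were scaling to equal totals and log transformation, 1000 variable genes, 15 principal components, 15 neighbours and Leiden clustering at resolution 0.5. Only genes in odd rows of the gene list, without the mitochondrial ones, entered the clustering. Clusters were named by marker lists fixed per line. Of the listed markers, 19 of 22 for EL4, 23 of 32 for IVA12, 22 of 22 for Jurkat and 28 of 28 for TALL-104 were in the reference. A cluster stayed unnamed if it held under 10 barcodes, if fewer than 3 of its line's markers were over 1.5-fold above the clusters of the other line of its species, if its leading genes were against the name, or if its median UMIs were more than 3 times below those of the library's barcodes and none of its markers was among its top 10 genes. Barcodes with over 10 times the median UMIs also stayed unnamed.

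Of the clustering, only the choice of odd rows and the marker lists had been fixed, and the other settings were chosen while the clusters were made. Some followed from what was seen. Resolution 0.5 replaced 0.1, which had merged the human lines in the 2 smallest libraries. The top 10 genes were ranked by fold against all other clusters after it was seen that folds against the other line would have named the clusters of low UMIs. That choice left out 2.32% of the clustered barcodes in 3′ v2, 16.5% and 0% in 5′ v1 (replicates 1 and 2), and 17.1%, 0%, 11.1% and 1.42% in 3′ v3 (replicates 1 to 4). Clusters of low UMIs were named where a marker was among their top 10 genes, so one in replicate 2 and one in replicate 4 of 3′ v3 were named IVA12-like, while such clusters in replicates 1 and 3, from the other preparation, were not. An EL4-like cluster of low UMIs was named in every library of 3′ v3 and 5′ v1, with a mitochondrial share over the limit below for most of its barcodes except in replicates 2 and 4 of 3′ v3. The minimum cluster size and the limit on high UMIs were set then too. Both left out the same 6 barcodes of 3′ v3 replicate 4, which form a cluster of their own, and no others. Naming from the even rows put 99.3% of 26964 barcodes named both times in the same line. Doublets between species are the multiplets above. Scrublet, run within each library and species, called 0.835% to 1.66% of barcodes. These were kept, and an alternative removed them. That alternative did not extend to the gene-wise fits.

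Cells with under 10% mitochondrial UMIs entered all measures of detection and all sums. Genes per cell were counted within the cell's own species, and again after thinning each cell without replacement to 5000 UMIs (1000 UMIs for all lines), leaving out shallower cells. The detection midpoint is the expression level at which a gene is expected to be seen in 50% of cells. Dropout was fitted as an exponential decay over expression by nonlinear least squares (scipy 1.17.1), as in the study. In place of bulk RNA-seq, which was not used here, expression was the line's pseudo-bulk counts per 1000000 (CPM), averaged over the 3 kits, so the midpoints are not on the study's scale. On this scale, sampling of UMIs alone makes the midpoint fall as the UMIs per cell rise. Lines were also compared within 6 bins of equal cell numbers by UMIs in 3′ v3, using bins with at least 20 cells of a line in a library.

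The library is the replicate in every test, because cells of one library are not independent. Group means of 3′ v3 and 5′ v1 were compared with two-sided exact permutation tests over libraries. With 4 against 2 libraries there are 15 splits and the smallest p is 0.0667, so these tests cannot reach 0.05. Values were adjusted over 9 comparisons (Benjamini-Hochberg). The 1 library of 3′ v2 entered no test. Gene-wise tests used UMI counts summed per library and line with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr, adjusted p under 0.05) in R 4.3.3. EL4-like and IVA12-like sums of the same library were compared with the library as a block, on genes in even rows, which had not entered the clustering. An interaction of line and kit tested whether that difference depends on the kit. Kits were compared within EL4-like, Jurkat-like and IVA12-like cells over all genes of the species. Standard errors (SE) of log2 fold changes were taken from the F statistics of edgeR. The genes named are, for each fit, the 3 with the largest log2 fold change each way among called genes with a mean of at least 50 CPM and values that do not overlap between the arms, without the marker genes. Interaction values per library are differences of log2(CPM + 1).

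The study's sample list gives the preparation of cells behind each library. Replicates 1 and 3 of 3′ v3 came from one preparation and replicates 2 and 4 from another, while 5′ v1 and 3′ v2 each came from one of their own. Kit and preparation can therefore not be told apart, and for the measures tested between kits the values within each 3′ v3 preparation are given beside the pooled ones. These splits, and the tests between the 3′ v3 preparations, were added after the data were seen.

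Each gene-wise fit was tested on simulated data with 200 genes changed 4-fold. It recovered 97.5% of them for the comparison of mouse lines in 3′ v3 (6553 genes), 98.5% in 5′ v1 (6144 genes), 83.5% for the interaction (6590 genes), and for the kit comparison 89.5% in EL4-like (11931 genes), 85.0% in Jurkat-like (14005 genes) and 90.0% in IVA12-like cells (12184 genes), with 3 to 8 false calls. Simulated libraries varied independently and had no effect of preparation, unlike the real ones. The fit of the detection midpoint came within 0.0930% of the simulated level over 14664 genes. Alternatives covered the rank-curve bound, the cell threshold, the species and mitochondrial limits, doublet removal (in no gene-wise fit), thinning, the expression reference and the number of bins. They also covered size factors of DESeq2 within edgeR, DESeq2 1.42.0, the low-count filter, a threshold of 1e-04 and at most 200 cells per sum. Fits without the block, fewer libraries and each library left out were run too. The kit fit in IVA12-like cells had been fixed, but its alternatives were taken over from the other lines later. Clustering at resolution 1, naming the clusters of low UMIs, leaving out the named mouse clusters of low UMIs, leaving out the barcodes of very high UMIs and taking the multiplet percentiles over named cells were also added after the data were seen.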

Results

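The data were UMI counts per gene and barcode from 7 Chromium libraries of one kind of sample, a mixture of equal parts of the mouse lines EL4 and IVA12 and the human lines Jurkat and TALL-104. The 3′ v3 kit had 4 libraries, with a targeted capture of 3000 cells in replicates 1 and 2 and of 6000 cells in replicates 3 and 4. The 5′ v1 kit had 2 libraries with targets of 5000 and 2000 cells, and 3′ v2 had 1 library with a target of 2000 cells. Total counts were 117602776, 38116299, 251164949 and 92113015 UMIs in 3′ v3 replicates 1 to 4, 89506057 and 44289440 UMIs in 5′ v1 replicates 1 and 2, and 24790710 UMIs in 3′ v2. Human genes held 31.6%, 13.3%, 30.2% and 15.5% of the UMIs in the 3′ v3 libraries, 31.3% and 29.0% in the 5′ v1 libraries and 17.3% in 3′ v2. Values of the single 3′ v2 library have no replicate check.

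The first comparison asked how many barcodes each kit recovered. Above the inflection point lay 3923, 1847, 8217 and 4690 barcodes in 3′ v3 replicates 1 to 4, 4235 and 1919 barcodes in 5′ v1, and 1036 barcodes in 3′ v2. Relative to the targeted cells, 3′ v3 recovered 101.9% ± 37.6 (SD, n = 4), 5′ v1 recovered 90.3% ± 7.95 (SD, n = 2) and 3′ v2 recovered 51.8%. The difference of 11.5 percentage points between 3′ v3 and 5′ v1 was smaller than the spread between the 3′ v3 libraries (exact permutation p = 0.8, adjusted p = 0.8). Within 3′ v3, the preparation behind replicates 1 and 3 gave a mean of 133.9% and that behind replicates 2 and 4 a mean of 69.9%, so the difference to 5′ v1 was 43.5 points with the first and −20.5 points with the second. Leaving out 1 library gave from −0.158 points (without 3′ v3 replicate 3) to 24.97 points (without 3′ v3 replicate 2). The other setting that moved it most was a fixed minimum of 1000 UMIs per barcode, which gave 49.2 points. The inflection point itself differed between libraries. It lay at 5092 and 5213 UMIs in 3′ v3 replicates 1 and 3, at 982 UMIs in replicate 2, and between 505 and 519 UMIs in replicate 4 and the libraries of the other kits, where it sat near the lower bound of 500 UMIs set for the curve.

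**Figure D1:**
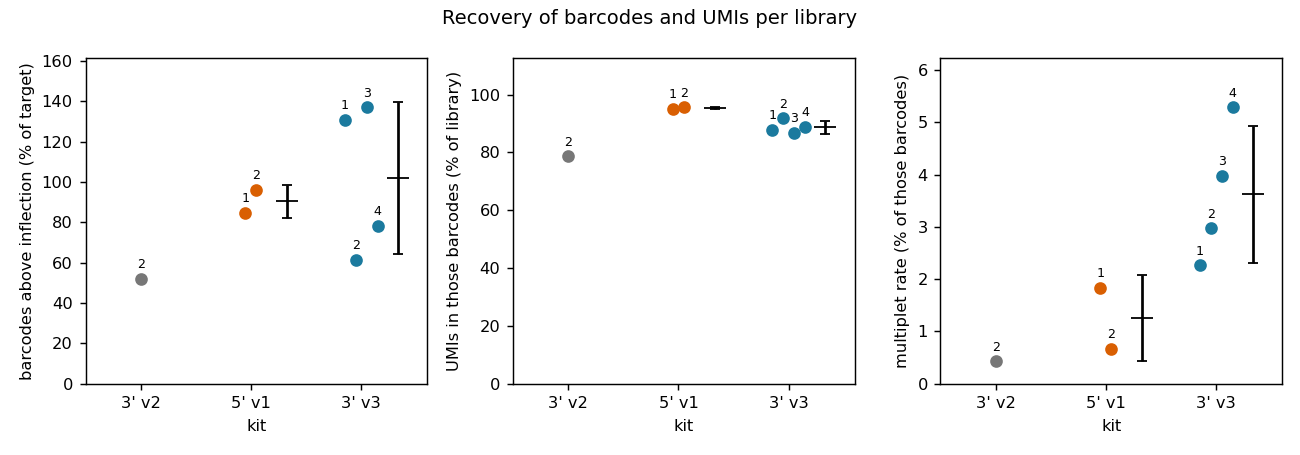
Barcodes above the inflection point as a percent of the targeted cells (left), UMIs in those barcodes as a percent of the library (middle) and multiplet rate as a percent of those barcodes (right), by kit. Each numbered point is a library, and the bars show mean ± SD; the 4 libraries of 3′ v3 range from 61.6% to 137% of the target, and both 5′ v1 libraries lie above every 3′ v3 library in the share of UMIs.

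Recovered barcodes held 88.7% ± 2.21 of the UMIs in 3′ v3 (SD, n = 4), 95.3% ± 0.417 in 5′ v1 (SD, n = 2) and 78.6% in 3′ v2. The difference of −6.56 points between 3′ v3 and 5′ v1 was larger than the spread within either kit, and every 3′ v3 library was below both 5′ v1 libraries. It was −8.10 points with the preparation of replicates 1 and 3 and −5.02 points with that of replicates 2 and 4. In replicate 4, 6 barcodes of very high UMIs held 3.67% of the library, and without them the difference was −6.67 points. The exact permutation test over libraries gave p = 0.0667, the smallest value this design allows (adjusted p = 0.2).

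Multiplets were counted from barcodes with many UMIs of both species. In 3′ v3, 44, 25, 165 and 124 recovered barcodes met the rule in replicates 1 to 4, in 5′ v1 37 and 6 barcodes did, and in 3′ v2 2 barcodes did, which is 0.193% of those recovered (exact 95% interval 0.0234% to 0.696%). After adjustment for multiplets within a species, the rate was 3.62% ± 1.31 in 3′ v3 (SD, n = 4), 1.25% ± 0.826 in 5′ v1 (SD, n = 2) and 0.428% in 3′ v2. The difference of 2.37 points between 3′ v3 and 5′ v1 was not past the test (exact permutation p = 0.133, adjusted p = 0.2), and target numbers of cells differed between the libraries. The lowest 3′ v3 library (2.26%) was above the highest 5′ v1 library (1.84%). The difference was 1.86 points with the preparation of replicates 1 and 3 and 2.87 points with that of replicates 2 and 4. A fixed minimum of 1000 UMIs per barcode moved the difference most, to 4.28 points, with 10.7% in 3′ v3 replicate 3. It was 3.81 points with percentiles taken over named cells and 2.43 points at the knee point, where 3′ v3 replicate 2 was below both 5′ v1 libraries (0.323% and 0.158%). Of the 124 barcodes in 3′ v3 replicate 4, 6 held at least 472393 UMIs each, and without them the difference was 2.31 points. In recovered barcodes of one species, the median share of UMIs from the other species was 0.657% ± 0.462 in 3′ v3 (SD, n = 4), 0.0585% ± 0.0223 in 5′ v1 (SD, n = 2) and 0.193% in 3′ v2. That difference of 0.599 points was 0.899 points with the preparation of replicates 1 and 3 and 0.299 points with that of replicates 2 and 4 (exact permutation p = 0.2 over all libraries, adjusted p = 0.225), and 0.380 points without 3′ v3 replicate 3.

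Named cells numbered 4647, 1984, 9529 and 4521 in 3′ v3 replicates 1 to 4, 3502 and 1915 in 5′ v1 and 1012 in 3′ v2. The lines had been mixed in equal parts. EL4-like cells made up 33.0% ± 1.36 of named cells in 3′ v3 (SD, n = 4), 38.4% ± 1.22 in 5′ v1 (SD, n = 2) and 46.4% in 3′ v2 (exact 95% interval 43.3% to 49.6%). IVA12-like cells made up 25.4% ± 8.16 in 3′ v3, 24.9% ± 0.942 in 5′ v1 and 18.8% in 3′ v2 (16.4% to 21.3%). In 3′ v3, these included a cluster of low UMIs in replicate 2 (271 barcodes with a median of 1420 UMIs) and one in replicate 4 (362 barcodes, 835 UMIs), while such clusters in replicates 1 and 3 stayed unnamed. With named mouse clusters of low UMIs left out, the share of IVA12-like cells in 3′ v3 was 22.3% ± 4.24 (SD, n = 4). Jurkat-like cells made up 26.7% ± 9.27 in 3′ v3, 34.5% ± 0.0245 in 5′ v1 and 29.0% in 3′ v2 (26.2% to 31.9%). TALL-104-like cells made up 14.9% ± 1.20 in 3′ v3, 2.16% ± 0.253 in 5′ v1 and 5.83% in 3′ v2 (4.47% to 7.46%). For TALL-104-like cells the difference between 3′ v3 and 5′ v1 was 12.7 points, far beyond the spread within each kit, and the exact permutation test gave p = 0.0667, the smallest possible (adjusted p = 0.2). The difference was 12.2 points with the preparation of replicates 1 and 3 and 13.2 points with that of replicates 2 and 4. It depended on which barcodes were counted: among the barcodes with the most UMIs up to 1 times the target it was 5.62 points (exact permutation p = 0.467), and among barcodes above the inflection point it was 5.91 points (exact permutation p = 0.467).

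TALL-104 cells are small, so the study asked whether thresholds on total counts lose them. In the libraries of 5′ v1 and 3′ v2 and in 3′ v3 replicate 4, 100% of TALL-104-like cells passed the inflection point (82, 38, 59 and 729 cells). In 3′ v3 replicate 2, 276 of 290 passed (95.2%, exact 95% interval 92.0% to 97.3%). In 3′ v3 replicates 1 and 3, where the inflection point lay above 5000 UMIs, 7 of 719 (0.974%, interval 0.392% to 2.00%) and 65 of 1272 (5.11%, interval 3.97% to 6.47%) passed. In those 2 libraries, 95.4% and 95.02% of EL4-like, 97.3% and 94.2% of IVA12-like and 98.0% and 97.7% of Jurkat-like cells passed. The mean over 3′ v3 was 50.3% ± 54.6 (SD, n = 4) and is not a typical value. With a lower bound of 1000 UMIs for the curve it was 27.0%, because the share in replicate 4 became 7.41%. Restricting the cells to the barcodes with the most UMIs up to 1 times the target moved it most, to 98.4%, but that left no TALL-104-like cell in replicate 1. The knee point passed 2.28% of TALL-104-like cells in 3′ v3 replicate 3 (29 cells, interval 1.53% to 3.26%) and 0.412% in replicate 4 (3 cells, interval 0.0849% to 1.20%). Replicate 3 had a separate TALL-104-like cluster of 87 barcodes with a median of 9266 UMIs, against 2104 UMIs in its main one. Whether these 87 barcodes are single TALL-104 cells was not tested. No TALL-104-like cell passed it in the other libraries, which allows shares of up to 5.08% in 3′ v2, 3.66% and 7.89% in 5′ v1 replicates 1 and 2, and 0.417% and 1.03% in 3′ v3 replicates 1 and 2. Jurkat-like cells passed the knee point at 64.4% and 59.8% in 3′ v3 replicates 1 and 3, but at 4.14% and 4.54% in replicates 2 and 4.

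**Figure D2:**
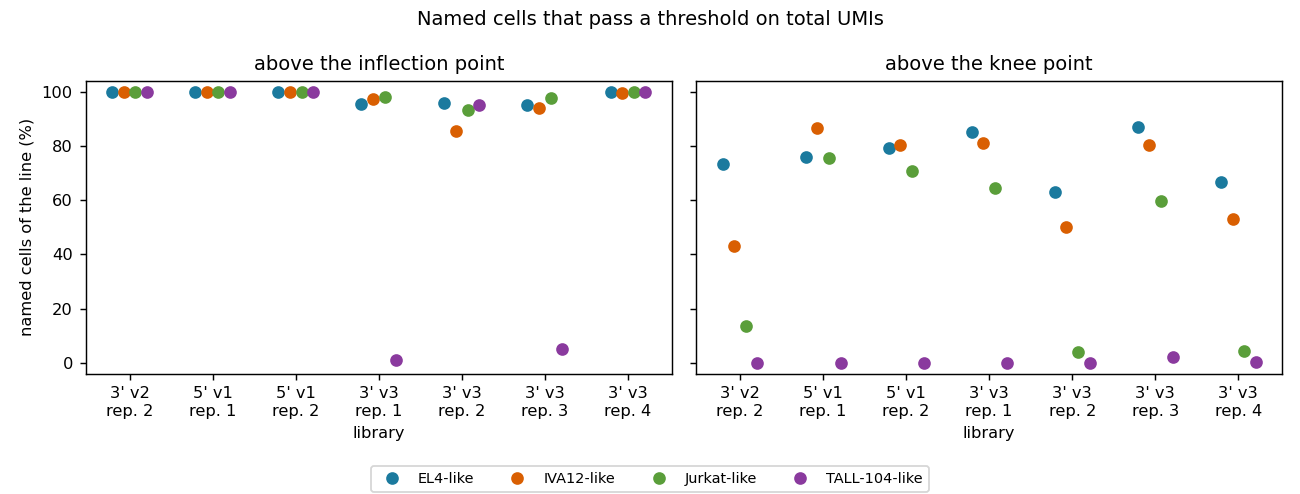
Percent of the named cells of each line above the inflection point (left) and above the knee point (right) of total UMIs, per library. Each point is one line in one library; TALL-104-like cells drop to 0.974% and 5.11% above the inflection point in 3′ v3 replicates 1 and 3, and to at most 2.28% above the knee point in any library.

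Sensitivity was compared in EL4-like cells, the line the study used for this. The median was 28069 ± 1289 UMIs per cell in 3′ v3 (SD, n = 4), 26208 ± 1069 UMIs in 5′ v1 (SD, n = 2) and 25925 UMIs in 3′ v2. The difference of 1862 UMIs between 3′ v3 and 5′ v1 was not past the test (exact permutation p = 0.2, adjusted p = 0.225), and the 3′ v3 libraries overlapped those of 5′ v1. It was 2864 UMIs with replicates 1 and 3 and 860 UMIs with replicates 2 and 4 of 3′ v3, and it ran from 1106 UMIs without 5′ v1 replicate 1 to 2617 UMIs without 5′ v1 replicate 2. The median number of genes was 4889 ± 244 in 3′ v3 (SD, n = 4), 4472 ± 98.3 in 5′ v1 (SD, n = 2) and 4098 in 3′ v2, and each 3′ v3 library was above both 5′ v1 libraries (difference 417 genes, exact permutation p = 0.133, adjusted p = 0.2). That difference was 212 genes with replicates 1 and 3 and 622.5 genes with replicates 2 and 4. A mitochondrial limit of 5% moved these differences most, to −8275 UMIs and −826 genes. Under that limit the median of 3′ v3 replicate 2 was 3566 UMIs and that of replicate 4 was 15105 UMIs.

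At a fixed depth of 5000 UMIs per cell, EL4-like cells had a median of 1903 ± 119 genes in 3′ v3 (SD, n = 4), 1710 ± 4.95 genes in 5′ v1 (SD, n = 2) and 1613 genes in 3′ v2. The difference of 193 genes between 3′ v3 and 5′ v1 kept its sign within both preparations, with 90.3 genes for replicates 1 and 3 and 296 genes for replicates 2 and 4 (exact permutation p = 0.133 over all libraries, adjusted p = 0.2). Shallower cells left out numbered 7, 102, 18 and 94 in 3′ v3, 26 and 30 in 5′ v1 and 6 in 3′ v2. The detection midpoint, the expression level at which a gene is expected in 50% of cells, was 27.4 ± 1.62 CPM in 3′ v3 (SD, n = 4), 33.3 ± 0.692 CPM in 5′ v1 (SD, n = 2) and 36.5 CPM in 3′ v2. A lower midpoint stands for fewer dropouts. The difference of −5.90 CPM between 3′ v3 and 5′ v1 was larger than the spread within each kit and had the smallest p the design allows (exact permutation p = 0.0667, adjusted p = 0.2). It was −5.94 CPM for replicates 1 and 3 and −5.85 CPM for replicates 2 and 4. With each library's own pseudo-bulk as the reference it was −2.24 CPM (exact permutation p = 0.6). With named mouse clusters of low UMIs left out it was −8.96 CPM (exact permutation p = 0.133). The midpoints were then 26.6 and 27.9 CPM in replicates 1 and 3 and 20.1 and 21.7 CPM in replicates 2 and 4 of 3′ v3. The mean in 5′ v1 was 33.0 CPM, so the near-equal differences of the preparations rested on these clusters. The difference between the kits changed sign under a mitochondrial limit of 5% (19.3 CPM) and when clusters of low UMIs were named (1.99 CPM). That naming put a cluster of 1186 barcodes of 3′ v3 replicate 3 with EL4-like cells, its closest line from odd gene rows. From even rows, the closest line of such a cluster (1183 barcodes) was IVA12.

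**Figure D3:**
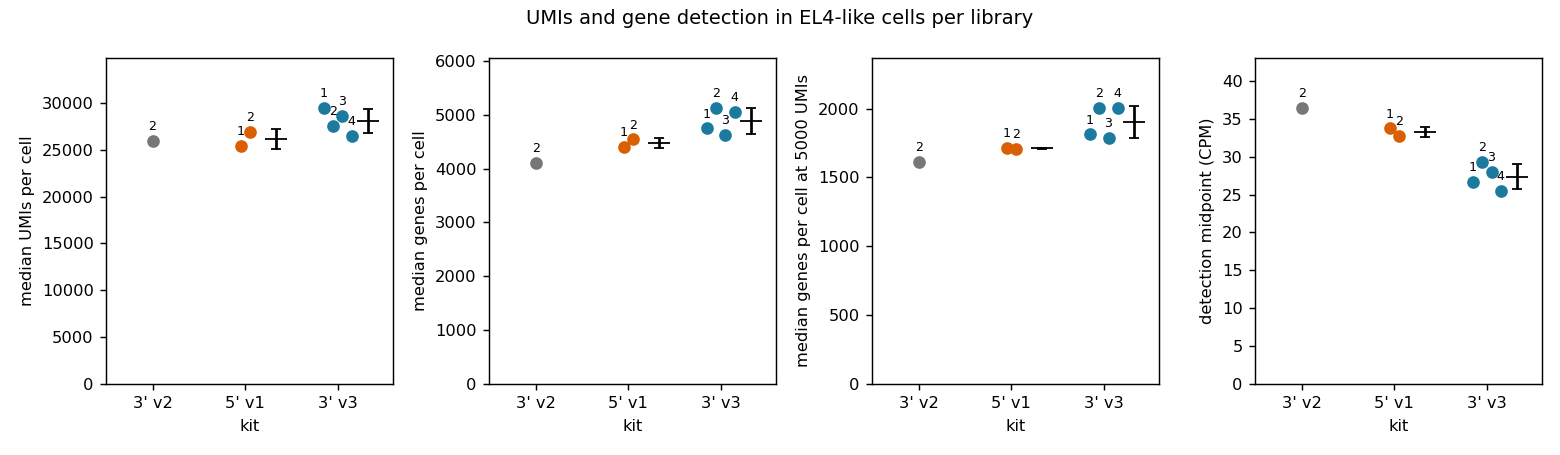
Median UMIs per EL4-like cell, median genes per cell, median genes per cell at 5000 UMIs and detection midpoint in CPM (from left to right), by kit. Each numbered point is a library and the bars show mean ± SD; the midpoints of the 3′ v3 libraries (25.5 to 29.3 CPM) lie below those of the other kits (32.8 to 36.5 CPM).

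The other lines had other depths. In 3′ v3 the median was 30009 ± 5301 UMIs in IVA12-like, 13774 ± 4556 UMIs in Jurkat-like and 2329 ± 339 UMIs in TALL-104-like cells (SD, n = 4). In 5′ v1 it was 25942 ± 1240, 19343 ± 803 and 2581 ± 238 UMIs (SD, n = 2), and in 3′ v2 28419, 12915 and 2551 UMIs, in the same order. At 1000 UMIs per cell, EL4-like cells had 599 ± 21.7 genes in 3′ v3 and 528 ± 6.36 in 5′ v1, IVA12-like cells 608 ± 9.81 and 596 ± 4.24, Jurkat-like cells 648 ± 9.06 and 659 ± 2.12, and TALL-104-like cells 614 ± 43.8 and 624 ± 12.02 (SD, n = 4 and n = 2). The detection midpoint in 3′ v3 was 32.4 ± 10.6 CPM in IVA12-like, 62.3 ± 24.2 CPM in Jurkat-like and 324.8 ± 67.9 CPM in TALL-104-like cells (SD, n = 4). In 5′ v1 it was 29.1 ± 1.69, 36.3 ± 1.55 and 268.9 ± 11.7 CPM (SD, n = 2). In IVA12-like and TALL-104-like cells the kits thus differed by less than the SD of the 3′ v3 libraries. For IVA12-like cells this rested on the clusters of low UMIs. With named mouse clusters of low UMIs left out, the midpoint was 22.7 ± 0.757 CPM in 3′ v3 (SD, n = 4) and 29.1 ± 1.69 CPM in 5′ v1 (SD, n = 2), and the highest 3′ v3 library (23.5 CPM) was below the lowest 5′ v1 library (27.9 CPM). The midpoints of Jurkat-like cells in 3′ v3 were 41.6 and 41.4 CPM in replicates 1 and 3 and 86.7 and 79.4 CPM in replicates 2 and 4, all above the 35.2 and 37.4 CPM of 5′ v1. The mitochondrial limit of 10% had kept 48.8% and 44.1% of Jurkat-like cells in replicates 2 and 4 of 3′ v3, but 97.1% and 99.4% in replicates 1 and 3 and 99.6% and 94.9% in 5′ v1, and this holds for every comparison of Jurkat-like cells below. Of TALL-104-like cells it had kept 66.6% and 64.6% in replicates 2 and 4 and 87.2% and 99.8% in replicates 1 and 3.

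The study also asked whether lines differ in dropout when they have equal UMIs. Cells of 3′ v3 were put in 6 bins of equal cell numbers by UMIs, with bounds at 500, 3557, 15372, 22626, 28520, 35652 and 124316 UMIs. A fall of the midpoint from bin to bin is fixed in advance by sampling, since expression is CPM from cells of the same line. In the bin with the most UMIs, the midpoint was 16.2 ± 2.18 CPM in EL4-like and 16.1 ± 1.40 CPM in IVA12-like cells (SD, n = 4) and 16.8 ± 0.226 CPM in Jurkat-like cells (SD, n = 2). In bins 3 to 6, EL4-like minus IVA12-like cells was −1.09, −0.872, −0.521 and 0.0841 CPM over 4 libraries (exact sign-flip p between 0.25 and 0.875, smallest possible 0.125). In bin 3, EL4-like cells were below Jurkat-like cells in 3 of 3 libraries, by a mean difference of −4.65 CPM ± 5.55 (SD), and so were IVA12-like cells, with −3.78 CPM ± 4.05 (SD). The exact sign-flip p was 0.25 for both, the smallest possible with 3 libraries (adjusted p = 0.406). Cells of bin 3 were not of equal depth, with a mean of the median UMIs per library of 20309 in EL4-like, 20071 in IVA12-like and 17806 in Jurkat-like cells. The largest difference, in replicate 4 (29.9 CPM in EL4-like and 40.8 CPM in Jurkat-like cells), was between cells of 20664 and 16673 UMIs. In bin 2, TALL-104-like cells had a midpoint of 146.2 ± 16.6 CPM (SD, n = 4), above the 74.5 ± 7.07 CPM of EL4-like, 77.6 ± 7.61 CPM of IVA12-like and 73.5 ± 9.05 CPM of Jurkat-like cells in 4 of 4 libraries. The exact sign-flip p was 0.125 for each of these, the smallest possible, with an adjusted p of 0.406 over 13 comparisons. Cells of that bin were not of equal depth: the mean of the median UMIs per library was 4577 in TALL-104-like, 9405 in EL4-like and 10952 in Jurkat-like cells. The bin therefore cannot tell a difference between lines from one of depth. In bin 1, TALL-104-like cells had 362.7 ± 64.7 CPM (SD, n = 4) and Jurkat-like cells 481.7 ± 147.7 CPM (SD, n = 3). Over the 3 libraries with both lines, TALL-104-like minus Jurkat-like was −139 CPM (exact sign-flip p = 0.5, smallest possible 0.25). That difference was 249 CPM with 3 bins, 136 CPM with named mouse clusters of low UMIs left out, 87.7 CPM without replicate 2 and 63.4 CPM without replicate 4, so its direction was not settled.

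**Figure D4:**
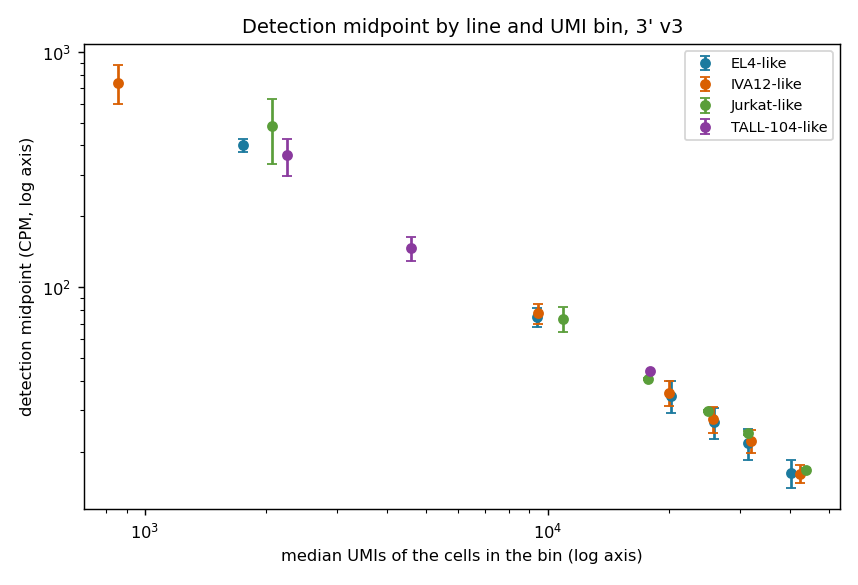
Detection midpoint in CPM against the median UMIs of the cells in each UMI bin, both on log axes, for the 4 lines in 3′ v3. Points are means over libraries and bars the SD, with no bar for the 1 library that gave TALL-104-like cells in bin 3. The midpoint falls with UMIs in every line, from 740.5 CPM at 859 UMIs to 16.1 CPM at 42286 UMIs in IVA12-like cells. Sampling of UMIs alone makes it fall.

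Differentially expressed genes between the mouse lines were sought within each kit. In 3′ v3, edgeR called 5099 of 6553 genes between EL4-like and IVA12-like cells at an adjusted p under 0.05, 2556 higher and 2543 lower in EL4-like cells. In 5′ v1 it called 5136 of 6144 genes, 2431 higher and 2705 lower. Because 5′ v1 has 2 libraries, 3′ v3 was also fitted with each of its 6 pairs of libraries, which gave 3832 to 5258 genes. The threshold of 1e-04 moved the 3′ v3 count most, to 2026 genes, and gave 3691 genes in 5′ v1. Of 6068 genes tested in both kits, 4294 were called in both, against 4006 expected from independent calls, and 4089 of these had the same direction. Across these genes, which are not independent replicates, the fold changes of the kits correlated with a Pearson r of 0.954. Without 5′ v1 replicate 1 or 2, 4005 and 4295 genes were called in 5′ v1, with the remaining library assumed to vary like those of 3′ v3.

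Lgals1 (ENSMUSG00000068220) led the genes higher in EL4-like cells of 3′ v3, with 1279 ± 362 CPM against 36.2 ± 14.8 CPM in IVA12-like cells (SD, n = 4) and a log2 fold change of 5.24 ± 0.26 (SE; edgeR adjusted p = 5.64e-06). S100a4 (ENSMUSG00000001020) followed with 5.24 ± 0.35 (SE; 155.6 ± 104.9 against 4.52 ± 4.03 CPM, SD) and Sox4 (ENSMUSG00000076431) with 5.20 ± 0.31 (SE; 142.9 ± 22.4 against 4.62 ± 2.77 CPM, SD). Ckap4 (ENSMUSG00000046841) was lowest in EL4-like cells, at 3.18 ± 4.17 CPM against 206 ± 12.4 CPM (SD, n = 4) and a log2 fold change of −6.27 ± 0.65 (SE; edgeR adjusted p = 1.36e-04), before Epcam (ENSMUSG00000045394) at −6.02 ± 0.56 (SE; 2.82 ± 4.12 against 146.8 ± 59.6 CPM, SD) and Ngfrap1 (ENSMUSG00000046432) at −5.91 ± 0.49 (SE; 1.90 ± 2.42 against 103.6 ± 41.6 CPM, SD). The levels of these 3 genes in EL4-like cells rested on replicate 3, where Ckap4 had 9.38 CPM, Epcam 8.98 CPM and Ngfrap1 5.51 CPM, against at most 1.82, 1.33 and 0.857 CPM in the other libraries. Without replicate 3 the log2 fold changes were −7.52, −7.26 and −7.09. Scrublet called 79 EL4-like cells doublets in replicate 3, against 0, 2 and 0 in replicates 1, 2 and 4. Doublets were not removed from the sums. A cluster of 85 EL4-like barcodes in replicate 3 had a median of 52233 UMIs. From even gene rows, a like cluster (82 barcodes, 52666 UMIs) was named IVA12-like. Doublets of the mouse lines may thus have added to these levels. In 5′ v1 the leading genes were Perp (ENSMUSG00000019851) at 7.13 ± 0.22 (SE; 346.7 ± 8.52 against 2.17 ± 2.54 CPM, SD, n = 2; edgeR adjusted p = 5.28e-13), Lgals1 at 6.87 ± 0.39 (SE) and S100a6 (ENSMUSG00000001025) at 6.67 ± 0.28 (SE). Their size rested on the IVA12-like cells of replicate 1, which had 3.96 CPM of Perp, 30.0 CPM of Lgals1 and 9.86 CPM of S100a6, against 0.369, 2.03 and 0.553 CPM in replicate 2. Scrublet called 22 IVA12-like cells doublets in replicate 1 and 1 in replicate 2, and doublets were not removed from the sums. The log2 fold changes were 10.12, 9.67 and 10.00 without replicate 1 and 6.57, 6.02 and 6.08 without replicate 2, so the SE does not cover the difference between the 2 libraries. Lowest there were Epcam at −10.16 ± 0.15 (SE; 0.154 ± 0.0605 against 215.1 ± 4.58 CPM, SD, n = 2; edgeR adjusted p = 7.80e-16), Cd24a (ENSMUSG00000047139) at −10.00 ± 0.16 (SE) and Ctss (ENSMUSG00000038642) at −9.57 ± 0.15 (SE).

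Whether the difference between the mouse lines itself depended on the kit was tested by an interaction. It was called for 1631 of 6590 genes, 878 with EL4-like minus IVA12-like higher in 3′ v3 and 753 with it lower. The number rested on the 5′ v1 libraries: without replicate 1 it was 703 genes and without replicate 2 it was 539. It was 1829 genes with the 3′ v3 preparation of replicates 1 and 3 and 3122 with that of replicates 2 and 4. Leaving out the library block moved it to 136 genes. The threshold of 1e-04 moved it most. There, only Trib3 (ENSMUSG00000032715) remained in this edgeR test, a gene named after its values were seen (−2.77 ± 0.12, SE, edgeR adjusted p = 9.81e-05), while 2519 genes had an unadjusted p under 0.05 and DESeq2 called 1700 genes at 0.05. By the rule, Gm6576 (ENSMUSG00000090544) changed most, with a line difference of −2.22 ± 0.67 in 3′ v3 (SD, n = 4) and −7.36 ± 0.12 in 5′ v1 (SD, n = 2) on the log2 scale and an interaction of 4.40 ± 0.30 (SE; edgeR adjusted p = 3.07e-04). Dennd5b (ENSMUSG00000030313) had 3.59 ± 0.90 and Gm8730 (ENSMUSG00000063696) 2.16 ± 0.45 (SE). In the other direction Slc7a11 (ENSMUSG00000027737) had −2.44 ± 0.22, Perp −2.30 ± 0.58 and Mpp4 (ENSMUSG00000079550) −2.11 ± 0.60 (SE). Some of these differences lay wholly or partly in the line with the lower level. Mpp4 had 102.6 to 164.7 CPM in EL4-like cells of 3′ v3 and 134.2 and 137.2 CPM in those of 5′ v1, but in IVA12-like cells 3.33 to 9.10 CPM in 3′ v3 and 2.33 and 0.0922 CPM in 5′ v1. Perp had 4.95 to 8.10 CPM against 3.96 and 0.369 CPM in IVA12-like cells, and 145.3 to 248.5 CPM against 340.7 and 352.8 CPM in EL4-like cells. Dennd5b had 2.36 to 11.3 CPM against 0.492 and 0.389 CPM in EL4-like cells. Such levels were not corrected for free RNA or for doublets within a species. Dennd5b and Gm8730 lost the threshold of 0.05 without either 5′ v1 library (edgeR adjusted p from 0.0648 to 0.134). Perp and Mpp4 lost it without 5′ v1 replicate 2 (edgeR adjusted p = 0.0754 and 0.113), and Mpp4 also without 3′ v3 replicate 2 or 4 (0.0710 and 0.0645). Without 5′ v1 replicate 1 the interaction was −5.07 for Perp and −6.05 for Mpp4, and without replicate 2 it was −1.59 and −1.41. Without 3′ v3 replicate 3 that of Dennd5b was 3.0. Both Perp and Mpp4 lost the threshold with named mouse clusters of low UMIs left out (edgeR adjusted p = 0.0748 and 0.0734). Of 17 alternatives, including the threshold of 1e-04, Perp stayed past the threshold in 11 and Mpp4 in 9. Gm8730 did so in 13, Dennd5b in 14, and Gm6576 and Slc7a11 in 16. Gm6576 and Gm8730 are predicted genes whose counts are uncertain, since reads may be shared with near copies.

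The kits were then compared within one line. In EL4-like cells edgeR called 4251 of 11931 genes between 3′ v3 and 5′ v1, 2228 higher and 2023 lower in 3′ v3. In Jurkat-like cells it called 2260 of 14005 genes, 1112 higher and 1148 lower, and in IVA12-like cells 962 of 12184 genes, 423 higher and 539 lower. The counts rested on both 5′ v1 libraries. Without replicate 1 or 2 of 5′ v1 they fell to 1369 and 938 genes in EL4-like cells, to 102 and 180 genes in Jurkat-like cells and to 1 and 22 genes in IVA12-like cells. The 1 gene was Rpl7a-ps3 (ENSMUSG00000068579), named after its values were seen, and it is called a pseudogene by its symbol. In Jurkat-like cells the count without 3′ v3 replicate 3 was 1358 genes, and in IVA12-like cells it was 477 genes without replicate 2 and 500 genes without replicate 4 of 3′ v3. With the sums thinned to equal depth, 4012 genes were called in EL4-like, 652 genes in Jurkat-like and 819 genes in IVA12-like cells. By number of genes, the threshold of 1e-04 moved the count most in EL4-like cells, and the fits within 1 preparation of 3′ v3 moved it most in Jurkat-like and IVA12-like cells. The threshold left only Gpr25 (ENSMUSG00000052759) in EL4-like cells, a gene named after its values were seen (−6.30 ± 0.19, SE, edgeR adjusted p = 6.00e-05), and 0 genes in Jurkat-like and IVA12-like cells. There, edgeR gave 4734 and 3225 genes an unadjusted p under 0.05, and DESeq2 called 3133 and 1871 genes at 0.05. The counts also differed by 3′ v3 preparation. With replicates 1 and 3 alone 7650, 8148 and 6623 genes were called in EL4-like, Jurkat-like and IVA12-like cells, and with replicates 2 and 4 alone 8206, 8386 and 7703 genes. Between these fits, 9.11% of the 5797 genes called by both in EL4-like cells had opposite directions. The share was 18.4% of 5329 genes in Jurkat-like cells and 31.2% of 4581 genes in IVA12-like cells. Of the genes called in the main fit, which uses both preparations, 4147 of 4162, 1966 of 2006 and 940 of 940 had the same direction. Between the fits within 1 preparation, fold changes correlated across genes with r = 0.811, 0.726 and 0.669. The fits share the 5′ v1 libraries, and simulated libraries without any change gave r = 0.506, 0.462 and 0.520, with no gene called by edgeR in both fits. These simulated libraries had no effect of preparation, so they cannot show what preparations alone would give.

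In EL4-like cells Hist1h2ap (ENSMUSG00000094777) was highest in 3′ v3, at 455.8 ± 172.2 CPM (SD, n = 4) against 4.32 ± 0.932 CPM in 5′ v1 (SD, n = 2), a log2 fold change of 6.65 ± 0.58 (SE; edgeR adjusted p = 7.99e-04). Etfb (ENSMUSG00000004610) had 5.90 ± 0.60 (SE; 107.4 ± 35.6 against 1.74 ± 0.502 CPM, SD) and Gm10076 (ENSMUSG00000060143) 5.80 ± 0.69 (SE; 1261 ± 643.5 against 22.2 ± 6.09 CPM, SD). Timm23 (ENSMUSG00000013701) was lowest, at 6.22 ± 3.19 against 283.1 ± 10.6 CPM and −5.51 ± 0.49 (SE; edgeR adjusted p = 8.30e-04), followed by Tfdp1 (ENSMUSG00000038482) at −4.40 ± 0.42 (SE) and Gm10116 (ENSMUSG00000062382) at −3.99 ± 0.20 (SE). In IVA12-like cells Gm10076 (5.96 ± 0.59, SE), Hist1h2ap (5.29 ± 0.63) and Etfb (4.11 ± 0.65) were again highest, and Gm6576 (−7.06 ± 0.71), Timm23 (−5.19 ± 0.52) and Nutf2 (ENSMUSG00000008450, −3.26 ± 0.44) lowest, with edgeR adjusted p from 0.00490 to 0.0165. In Jurkat-like cells MRPL12 (ENSG00000262814) had 3.67 ± 0.60, JUND (ENSG00000130522) 3.61 ± 0.33 and PSMA2 (ENSG00000106588) 3.57 ± 0.59 (SE), while GABARAP (ENSG00000170296) had −3.94 ± 0.65, MT-ND4L (ENSG00000212907) −2.87 ± 0.31 and RPSAP58 (ENSG00000205246) −1.96 ± 0.25 (SE), with edgeR adjusted p from 0.00188 to 0.00995. All of these genes in IVA12-like cells, and MRPL12, PSMA2, GABARAP and RPSAP58 in Jurkat-like cells, lost the threshold of 0.05 without either 5′ v1 library, and JUND lost it without replicate 1 (edgeR adjusted p from 0.0508 to 0.179). Without 3′ v3 replicate 3 the log2 fold change of GABARAP in Jurkat-like cells was −4.89 and that of Gm6576 in IVA12-like cells −7.84. The named genes in EL4-like cells did not lose it in any setting at 0.05. Hist1h2ap, the predicted Gm genes, RPSAP58, MT-ND4L and MRPL12, whose symbol has another identifier in the list, may share reads with copies or overlapping genes, and their values are uncertain.

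**Figure D5:**
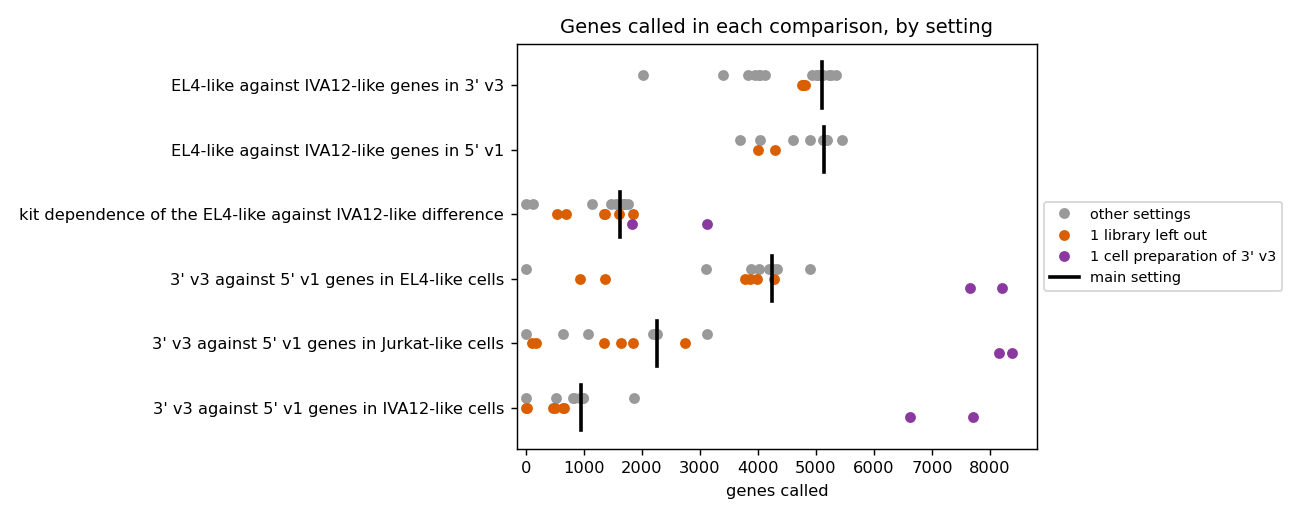
Number of genes called (horizontal axis) in each of the 6 gene-wise comparisons under the main setting (black line), other settings (grey), 1 library left out (orange) and 1 cell preparation of 3′ v3 (purple). Counts between the mouse lines within a kit lie from 2026 to 5447, whereas those between kits reach 8386 with 1 preparation of 3′ v3 and fall to 1 without a 5′ v1 library and to 0 in Jurkat-like and IVA12-like cells at the threshold of 1e-04.

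Of 10877 genes tested for the kit in both mouse lines, 682 were called in both, against 305.7 expected from independent calls, and 673 of these had the same direction. The kit fold changes of the lines correlated across genes with r = 0.617, but the lines come from the same libraries. Over the other 14 splits of the 6 libraries into 4 and 2, r lay between 0.454 and 0.757, and 7 of them were as high. Between the preparations of 3′ v3 (replicates 2 and 4 against 1 and 3), edgeR called 6827 of 11819 genes in EL4-like, 7761 of 13611 genes in Jurkat-like and 8077 of 11971 genes in IVA12-like cells, within one kit. In EL4-like and IVA12-like cells together 5578 genes were called in both, 5526 of them with the same direction, in sums that come from the same libraries.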

Values the study reported

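The study gave a median of 28,006 UMIs and 4,776 genes per EL4 cell for 10x 3′ v3. For 10x 5′ v1 it gave 25,988 UMIs and 4,470 genes, and for 10x 3′ v2 it gave 21,570 UMIs and 3,882 genes. The average multiplet rates it listed were 1.75% for 10x 3′ v3, 0.49% for 10x 5′ v1 and 0.46% for 10x 3′ v2.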

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

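In this part, the tests of depth and of cell preparation for the kit calls, of the mitochondrial and human shares of the barcodes with very high UMIs and of the same shares of the clusters of low UMIs, the fits within 1 preparation of 3′ v3, the values without the barcodes of very high UMIs and the values with named mouse clusters of low UMIs left out, were chosen only after the results were seen.

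The difference between EL4-like and IVA12-like cells depended on the kit in 1631 genes by an interaction test, which is a difference between groups of libraries. The count was 1829 with 3′ v3 replicates 1 and 3, 3122 with replicates 2 and 4, 703 without 5′ v1 replicate 1 and 539 without replicate 2. Depth as the whole cause of the kit calls is argued against in EL4-like and IVA12-like cells, where thinning the sums to equal depth gave 4012 genes against 4251 and 819 genes against 962. In Jurkat-like cells it gave 652 genes against 2260, so depth stays open there, since thinner sums also give the test less power. The interaction itself was not thinned. The cell preparation stays open. Splits of the 6 libraries along a 3′ v3 preparation called up to 1083 genes in EL4-like cells, fewer than the kit, but up to 2995 genes in IVA12-like cells, against 962 for the kit. All 5′ v1 libraries come from a preparation of their own, so kit and preparation cannot be told apart for these genes. Shared reads between near copies could add to the values of predicted genes such as Gm6576 and Gm8730 and were not tested. Free RNA could add to genes whose difference lies in the line with the lower level, such as Mpp4 in IVA12-like cells, and was not tested. Doublets of the mouse lines could do so too, since no gene-wise fit was run without them. Scrublet called 22 and 1 IVA12-like cells doublets in 5′ v1 replicates 1 and 2, and 25, 26, 1 and 27 in 3′ v3 replicates 1 to 4. The median share of UMIs from the other species was 0.657% in 3′ v3 and 0.0585% in 5′ v1. Kits that count opposite ends of the messenger RNA, and a change of the lines between preparations, remain as untested explanations.

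In 3′ v3 replicate 4, 6 barcodes held from 472393 to 691565 UMIs, with a median of 564532, and 3.67% of the UMIs of the library. They entered no comparison of named cells but were counted among the recovered barcodes, and all 6 met the multiplet rule. Without them the difference of 3′ v3 minus 5′ v1 was −6.67 points for the share of UMIs in recovered barcodes and 2.31 points for the multiplet rate, with 5.05% in replicate 4. Human genes held 18.9% of their UMIs. Clumps of whole cells are a candidate explanation, but the median mitochondrial share of these barcodes was 0.275%, against 6.87% in named mouse cells of the library. No threshold for a low share had been set before these values were seen. Free RNA like that in barcodes of few UMIs is argued against too, by these shares alone. Over mouse genes, their summed profile had a Pearson r of 0.930 with barcodes under 100 UMIs and 0.927 with named cells. The profile thus did not decide. Barcodes under 100 UMIs in the same library had a mitochondrial share of 3.60% and a human share of 9.61%, and those with at least 100 and under 300 UMIs 0.901% and 3.53%. Each of the 6 barcodes was below both in its mitochondrial share (at most 0.380%) and above both in its human share (at least 18.2%), which was 16.6% in recovered barcodes. Clumps of nuclei or of broken cells were not tested, and no biological explanation was tested.

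In 3′ v3 replicate 3, 1186 mouse barcodes lay in clusters of low UMIs that were left without a name and entered no comparison of named cells. Their median was 1474 UMIs, their median mitochondrial share 1.177% and their median share of human UMIs 12.7%. The same kind of cluster held 808 mouse barcodes in 3′ v3 replicate 1 (median mitochondrial share 1.54%), 434 in 5′ v1 replicate 1 (5.59%) and 24 in 3′ v2 (9.42%). In the other preparation of 3′ v3, clusters of low UMIs were named IVA12-like and entered the comparisons, with 271 barcodes in replicate 2 (median 1420 UMIs, mitochondrial share 5.02%) and 362 in replicate 4 (835 UMIs, 1.68%). Naming thus differed by preparation. With such clusters left out, the detection midpoint of IVA12-like cells was 21.9 and 22.2 CPM in replicates 2 and 4, in place of 43.4 and 39.6 CPM. At resolution 1, a cluster of 236 barcodes in replicate 2 was left unnamed, and in replicate 4 a cluster of 227 barcodes with a mitochondrial share of 0.261% was named IVA12-like. Free RNA in droplets without a cell is argued against in 5′ v1 replicate 1. There the median share of human UMIs was 0.123% in the left-out barcodes, and the 95th percentile was 0.944% and 1.34% in their 2 clusters, below the 4.08% of mouse barcodes with at least 100 and under 300 UMIs. Their mitochondrial share did not decide, with 4.63% and 6.56% in the clusters against 4.01% in barcodes of 100 to under 300 UMIs and 4.65% in named mouse cells. Free RNA stays open in the other libraries. In 3′ v3 replicates 1 and 3 the mitochondrial share was near the 0.955% and 0.858% of barcodes with at least 100 and under 300 UMIs and far from the 5.87% and 4.39% of named mouse cells. In replicate 1, however, the left-out barcodes had a median of 1.53% human UMIs, against 9.07% in barcodes of 100 to under 300 UMIs (6.50% in the mouse ones), and an estimated 34.1% of their mouse UMIs were IVA12-like, against 56.2%. In replicate 3 their human share of 12.7% was above 5.96% (5.47% in the mouse ones) and below the 31.8% of barcodes under 100 UMIs, and the IVA12-like share was 46.2% against 59.3%. In 3′ v2 there were too few barcodes to decide. Small or damaged cells were not tested as a source. No biological explanation was tested.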

How the results depend on the processing

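The fits within 1 preparation of 3′ v3, the naming of clusters of low UMIs, the fits and values with named mouse clusters of low UMIs left out, the values without the barcodes of very high UMIs, the multiplet percentiles over named cells, the clustering at resolution 1 and every alternative of the kit comparison in IVA12-like cells were chosen only after the results were seen. Over 17 main results, 205 values under other settings were counted as unchanged, 28 counts from 5 results moved past 1.5 times and 10 values from 5 results changed sign. For a difference, unchanged meant only the same sign, so its size could move far. For a count it meant within 1.5 times. For the share of TALL-104-like cells above the inflection point it meant within the SD of the 3′ v3 libraries. The cause was not tested except where said. The text gives 36 results for 28 named genes, and all 36 had the same direction in every setting. In 519 values they also kept their side of the threshold, and in 63 values, from 25 of these results, they lost it. Tests over 4 against 2 libraries cannot reach 0.05, so their p values say nothing about stability. Between kits, no paired analysis was possible because the replicate numbers were given in accession order and pair no libraries. Lines of one library were compared within the library.

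A mitochondrial limit of 5% turned the differences of 3′ v3 minus 5′ v1 in EL4-like cells to −8275 UMIs, −826 genes and 19.3 CPM for the detection midpoint. Most of this lay in 3′ v3 replicate 2, at 3566 UMIs, and replicate 4, at 15105 UMIs. Naming the clusters of low UMIs turned the midpoint difference to 1.99 CPM, by adding cells of low UMIs. The closest line of such a cluster in 3′ v3 replicate 3 was EL4 from odd gene rows but IVA12 from even ones. The genes at 5000 UMIs kept their sign in all settings run, from 90.3 to 295.8 genes, and so did the share of UMIs in recovered barcodes, the multiplet rate (1.78 to 4.28 points) and the share of TALL-104-like cells.

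With 3′ v3 replicates 2 and 4 only, the recovery difference was −20.5 points, the interaction count 3122 genes, and the kit counts 8206, 8386 and 7703 genes in EL4-like, Jurkat-like and IVA12-like cells. With replicates 1 and 3 only, the kit counts were 7650, 8148 and 6623 genes. Both fits leave out the spread between preparations.

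At the threshold of 1e-04, 2026 genes were called between the mouse lines in 3′ v3, 1 gene by the interaction (Trib3), and 1 (Gpr25), 0 and 0 genes by edgeR between kits in EL4-like, Jurkat-like and IVA12-like cells. At an unadjusted p under 0.05 the latter were 5590, 4734 and 3225 genes, and DESeq2 called 4900, 3133 and 1871 at an adjusted 0.05, of which the last was past 1.5 times the main count. Both single genes were named after their values were seen. Without the library block, the interaction gave 136 genes. With at most 200 cells per library and line, the kit counts were 1069 in Jurkat-like and 521 in IVA12-like cells, in sums of fewer cells. Jurkat-like cells of 3′ v3 replicate 2 numbered only 165, so that sum was unchanged. Thinning the sums gave 652 genes in Jurkat-like cells, at lower depth. With 3 bins, TALL-104-like minus Jurkat-like cells was 249 CPM in the lowest bin, which is then wider, and with named mouse clusters of low UMIs left out it was 136 CPM, with other bin bounds.

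Leaving out 1 library in turn gave −0.158 (without 3′ v3 replicate 3) to 24.97 points (without replicate 2) for recovery, 1106 (without 5′ v1 replicate 1) to 2617 UMIs (without replicate 2) per EL4-like cell, 0.380 (without 3′ v3 replicate 3) to 0.738 points for the share of UMIs from the other species and −466 (without replicate 3) to 87.7 CPM (without replicate 2) for the lowest bin, with 63.4 CPM without replicate 4. Interaction counts ran from 539 to 1856 genes, with 539 without 5′ v1 replicate 2 and 703 without replicate 1. Kit counts ran from 938 to 4273 genes in EL4-like cells (1369 without 5′ v1 replicate 1, 938 without replicate 2) and from 102 to 2740 genes in Jurkat-like cells (102 without 5′ v1 replicate 1, 180 without replicate 2, 1358 without 3′ v3 replicate 3). In IVA12-like cells they ran from 1 to 654 genes (1, Rpl7a-ps3, without 5′ v1 replicate 1, 22 without replicate 2, 477 and 500 without 3′ v3 replicates 2 and 4). Counts between the mouse lines stayed at 4754 to 4816 genes in 3′ v3 and 4005 to 4295 genes in 5′ v1. Where 1 library of 5′ v1 was left, it was assumed to vary like those of 3′ v3, and fewer libraries give the test less power.

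Depth limits the comparison of TALL-104-like cells, with a median of 2329 UMIs in 3′ v3, since 185 to 1209 of them per 3′ v3 library were shallower than 5000 UMIs. Fewer than 100 such cells in each 5′ v1 library limit their values there.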

Other observations

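In this part, the multiplet percentiles over named cells, the values per replicate of markers of the other mouse line, the share of genes that move towards the other mouse line, the count over other splits of the libraries, the definition of cells with high Crip1, and the list of genes that go with it were chosen only after the results were seen. The rise of Kcnq1ot1 between preparations had also been seen before the test of nuclear RNAs was written.

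The multiplet rate of 3′ v3 here was 3.62%. That is higher than the value quoted from the study above. For 5′ v1 the rate here was 1.25%. That is also higher than the value quoted from the study. The rates are not made in the same way, since the percentiles here were taken over recovered barcodes. With percentiles over named cells, the rates were 3.30%, 3.54%, 6.62% and 5.04% in 3′ v3 and 0.953% and 0.670% in 5′ v1, and the difference between the kits was 3.81 points in place of 2.37. The setting that moved it most was a fixed minimum of 1000 UMIs, at 4.28 points, with 10.7% in 3′ v3 replicate 3.

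Within the 3′ v3 kit, replicates 2 and 4 differed from replicates 1 and 3, which came from another preparation of cells, in 6827 genes of EL4-like, 7761 genes of Jurkat-like and 8077 genes of IVA12-like cells by edgeR. The largest changes in Jurkat-like cells included KCNQ1OT1 (log2 2.19 ± 0.10, SE) and PRDX1 (−2.67 ± 0.10). In IVA12-like cells they included Kcnq1ot1 (1.69 ± 0.13) and Prdx1 (−2.15 ± 0.06). Lower depth of the libraries is argued against as the whole cause, since 6340 genes were called in EL4-like, 5239 in Jurkat-like and 7131 in IVA12-like cells after thinning to equal depth. In Jurkat-like cells the mitochondrial limit had kept 48.8% and 44.1% of cells in replicates 2 and 4 against 97.1% and 99.4% in replicates 1 and 3, so a different selection of cells stays open there and was not tested. Free RNA of the other mouse line is argued against as the whole cause, since it cannot give human genes in Jurkat-like cells and would move nearly all genes of a mouse line towards the level of the other line, or nearly all away from it. Of the genes called here and between the lines in 5′ v1, 44.0% of 2801 moved towards the other line in EL4-like and 58.5% of 3342 in IVA12-like cells. It stays open as a part of the change in the mouse lines. The median log2 change of IVA12 markers in EL4-like cells was −0.68 and that of EL4 markers in IVA12-like cells 0.27, so the lists did not move together, which had been set beforehand as counting against it. The fall in EL4-like cells, however, rested on replicate 3. There the median of the IVA12 markers was 6.16 CPM, against 0.833, 1.67 and 1.88 CPM in replicates 1, 2 and 4, and against replicate 1 alone the change was 0.11. Scrublet called 79 EL4-like cells doublets in replicate 3, against 0, 2 and 0 in replicates 1, 2 and 4. Doublets may therefore add to the level in replicate 3 as well. Loss of cytoplasmic RNA before lysis in one preparation may contribute. It predicts a rise of nuclear RNAs in replicates 2 and 4, and the median log2 change of Malat1, Neat1 and their human copies over 3 lines was 0.71. The rise was clear in Jurkat-like cells (MALAT1 1.12 ± 0.10, NEAT1 1.06 ± 0.10, SE) and for Neat1 in EL4-like (0.56 ± 0.11) and IVA12-like cells (0.86 ± 0.11), but not for Malat1 in EL4-like (0.09 ± 0.29) or IVA12-like cells (0.45 ± 0.22, edgeR adjusted p = 0.105). With 2 libraries per preparation, a difference in the state of the cultures stays open and was not tested.

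For EL4-like against IVA12-like cells in 3′ v3 without the block, the real split was 1 of 35 splits of the 8 sums. It called 3407 genes, which no other split reached. The next highest, which parted the preparations of 3′ v3 and not the lines, gave 1188. The other 33 gave none. Because the lines were named from clusters made from expression, the real split was bound to call many genes, so the count of splits cannot exclude chance.

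In barcodes under 100 UMIs, human genes held 1.63% of the UMIs in 3′ v2, 10.2% and 10.8% in 5′ v1 and 13.7%, 12.2%, 31.8% and 9.61% in 3′ v3. In the whole libraries they held 17.3% in 3′ v2, 31.3% and 29.0% in 5′ v1 and 31.6%, 13.3%, 30.2% and 15.5% in 3′ v3, so replicate 3 of 3′ v3 was not lower. No explanation of the human share was tested. Among the mouse UMIs alone, a test of whether IVA12-like cells released more RNA than EL4-like cells asked for a higher IVA12-like share of the mouse UMIs in these barcodes than in named cells in all 7 libraries, and only 6 libraries met it. The difference was 43.4 points in 3′ v2, 15.5, 6.26, 1.17 and 4.60 points in 3′ v3, and −0.144 and 1.26 points in 5′ v1. The criterion was thus not met, and the question stays open because the shares differ by little in 3 of the libraries.

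Some IVA12-like cells held many UMIs of Crip1, with at least 5 UMIs after thinning to 5000. They made up 41.0% of IVA12-like cells in 3′ v2, 6.33% and 4.86% in 5′ v1 and 4.75%, 5.00%, 6.58% and 3.34% in 3′ v3. Doublets with another cell are unlikely as their source, since their median UMIs were 0.743 to 0.977 times those of the other IVA12-like cells. Free Crip1 RNA in every droplet would give EL4-like cells a like share, but the share was higher in IVA12-like cells in 7 of 7 libraries, by 3.18 to 29.3 points (exact paired sign-flip p = 0.0156, the smallest possible over 7 libraries). No limit for a lower share had been set beforehand, and EL4-like cells were not without such cells, at 11.6% in 3′ v2 and 2.96% in 3′ v3 replicate 3. Samhd1 was lower in the cells with high Crip1 in all 7 libraries (log2 −1.67 to −1.21) and Fam120a higher (0.88 to 1.23), both picked after their values were seen. A separate state within the IVA12 line is a hypothesis, found and examined on the same cells.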
